# Spatial Transcriptomics Identifies Expression Signatures Specific to Lacrimal Gland Adenoid Cystic Carcinoma Cells

**DOI:** 10.3390/cancers15123211

**Published:** 2023-06-16

**Authors:** Acadia H. M. Moeyersoms, Ryan A. Gallo, Michelle G. Zhang, Vasileios Stathias, Michelle M. Maeng, Dawn Owens, Rayan Abou Khzam, Yoseph Sayegh, Cynthia Maza, Sander R. Dubovy, David T. Tse, Daniel Pelaez

**Keywords:** lacrimal gland adenoid cystic carcinoma, spatial transcriptomics, rare cancer, transcriptomic signature

## Abstract

**Simple Summary:**

Adenoid cystic carcinoma of the lacrimal gland is a rare but aggressive cancer with poor long-term prognosis. Due to the rarity of this cancer, little is understood about its molecular makeup, hindering the development of targeted therapeutic options to manage the disease. In this study, we combine the power of bulk RNA sequencing and the resolution of spatial transcriptomics to uncover the transcriptomic landscape of the cancer and its surrounding microenvironment. We identified novel transcriptomic signatures for the various cellular compartments within these cancer specimens and identified a putative cancer stem cell cluster which had not previously been reported and may be related to treatment resistance responses. We uncover a specific transcriptomic signature attributable to cancer foci and distinguish it from differential signatures previously reported in these tumors which arise from stromal and other tumor microenvironmental compartments. Elucidation of a cancer specific signature can be potentially harnessed in the development of advanced treatment options.

**Abstract:**

Although primary tumors of the lacrimal gland are rare, adenoid cystic carcinoma (ACC) is the most common and lethal epithelial lacrimal gland malignancy. Traditional management of lacrimal gland adenoid cystic carcinoma (LGACC) involves the removal of the eye and surrounding socket contents, followed by chemoradiation. Even with this radical treatment, the 10-year survival rate for LGACC is 20% given the propensity for recurrence and metastasis. Due to the rarity of LGACC, its pathobiology is not well-understood, leading to difficulties in diagnosis, treatment, and effective management. Here, we integrate bulk RNA sequencing (RNA-seq) and spatial transcriptomics to identify a specific LGACC gene signature that can inform novel targeted therapies. Of the 3499 differentially expressed genes identified by bulk RNA-seq, the results of our spatial transcriptomic analysis reveal 15 upregulated and 12 downregulated genes that specifically arise from LGACC cells, whereas fibroblasts, reactive fibrotic tissue, and nervous and skeletal muscle account for the remaining bulk RNA-seq signature. In light of the analysis, we identified a transitional state cell or stem cell cluster. The results of the pathway analysis identified the upregulation of PI3K-Akt signaling, IL-17 signaling, and multiple other cancer pathways. This study provides insights into the molecular and cellular landscape of LGACC, which can inform new, targeted therapies to improve patient outcomes.

## 1. Introduction

Lacrimal gland adenoid cystic carcinoma (LGACC) is a rare orbital malignancy notorious for its unpredictability and universally devastating lethality. Despite various permutations of the bimodal locoregional approach of surgery and radiation therapy, the survival rate is less than 50% at five years and less than 20% at ten years [1]. A recent long-term follow-up study reported improved survival outcomes by integrating neoadjuvant intra-arterial cytoreductive chemotherapy (IACC) as the third arm of a trimodal strategy [2]. Despite the salutary advantage of an IACC-anchored trimodal protocol in achieving local disease control, disease relapse may occur 5–15 years later. To augment the shortcomings of conventional chemotherapy, surgery, and radiation therapy treatment options, a more thorough understanding of the molecular makeup of LGACC is required to identify new and effective targeted treatments [3,4,5].

Malignant transformations in LGACC, as with other ACCs, occur due to amplifications and translocations of the MYB proto-oncogene. Subsequent activating mutations in the NOTCH pathway correlate with more aggressive tumor phenotypes and poor prognosis [6]. Unfortunately, MYB and NOTCH are currently not targetable molecules, and efforts to indirectly inhibit them have not been successful in stopping ACC progression. Thus, exploring the transcriptomic signatures elicited by these genomic aberrations remains the most fruitful space in discovering LGACC-specific therapeutic interventions.

Initial identification of tumor-relevant pathobiological signatures is routinely performed by analyzing differential expression profiles between malignant and healthy control tissues. When performed on bulk tissue specimens, however, this approach fails to discern tumor-specific signatures from those of surrounding and ‘contaminating’ phenotypes, which can obscure the underlying tumor biology. This is especially true for tumors that are typically excised en bloc with other tissue structures and for which obtaining primary untreated specimens is not feasible as is the case for LGACC. In this study, we combine bulk RNA sequencing (RNA-seq) and spatial transcriptomics to investigate the key genes and pathways specifically enriched in LGACC clusters within excision specimens. This approach permits a high-resolution interrogation of LGACC in which we distinguish microenvironment and stromal components from tumor cell signatures. Through our analyses, we identify potential tumor-specific biomarkers and targetable pathways. These insights may facilitate the development of ACC-specific targeted therapies that can enable globe-sparing approaches to LGACC management. We also demonstrate that some of the most significant differential changes reported in the ACC literature by bulk RNA-seq do not arise from tumor cells but originate from normal surrounding tissues, skewing their value as potential therapeutic targets.

## 2. Materials and Methods

### 2.1. Bulk RNA-Seq and Analysis

LGACC samples (*n* = 5) were post-IACC treatment, excised specimens. Normal lacrimal gland samples were from non-LGACC patients. Samples were immediately flash-frozen. Tissue samples were subjected to RNA extraction using a Direct-zol RNA kit (Zymo Research, Irvine, CA, USA). Purified total RNA from 7 samples, 5 LGACC and 2 normal lacrimal gland controls (noncancerous), were sent for library preparation and sequencing (Onco-Genomics Shared Resource, University of Miami Miller School of Medicine, Miami, FL, USA). RNA quality was based on an RNA integrity number (RIN) score with the minimum threshold set at 6 to proceed with sequencing. Paired-end sequencing with 30–40 million reads was performed on a NovaSeq 6000 (Illumina, San Diego, CA, USA). After assessing the raw fastq files for quality with FastQC, reads were trimmed with trimadapt and aligned against the human genome (GRCh38) using STAR. Gene counts were identified as counts per million (CPM) from STAR output and imported into R Studio for differential gene expression (DGE) analysis using edgeR (Version 3.40.1). Genes with a minimum CPM of 5 were removed, and the remaining genes were normalized. Stringent filtering analysis was carried out for DGE analysis using an FDR value < 0.05 and logFC > 2 or <−1. See the data availability section for gene expression data.

### 2.2. Spatial Transcriptomics

Spatial transcriptomics was completed using a 10× Genomics Visium formalin-fixed paraffin-embedded (FFPE) Spatial Transcriptomics kit (10× Genomics, Pleasanton, CA, USA). Spatial transcriptomics was conducted on one post-IACC archival FFPE LGACC sample classified at T4bN0M0 in accordance with AJCC TNM Classification 7th Edition that was from a different patient from bulk RNA-seq. RNA was extracted from 3 FFPE 10 µm slivers per sample using a Qiagen RNeasy FFPE Kit (Qiagen, Hilden, Germany), and DV200 quality was measured using the 2100 BioAnalyzer system (Agilent Technologies Inc., Santa Clara, CA, USA). A sample section was selected by pathology that encompassed the cancer and surrounding tissue, and the quality was deemed acceptable by collaboration with 10× Genomics to proceed with the experiment.

The region of interest was selected by pathology that included the cancer and surrounding noncancerous tissue. FFPE block was cut at 10 µm thickness and mounted on a 10× Visium (FFPE protocol, version 1) (10× Genomics, Pleasanton, CA, USA) slide according to the manufacturer’s specifications. The slide was dried in an oven for 2 h, followed by drying overnight at room temperature in a desiccator. The following day, the slide was heated on a thermocycler adapter for 2 h at 60 °C. Hematoxylin and eosin (H&E) staining was performed according to standard procedures. A temporary coverslip was applied using 80% glycerol for imaging and then easy removal in water. Images of H&E stained slides were captured using Leica Aperio AT2 (Leica Microsystems, Exton, PA, USA). Sections were permeabilized, and cDNA synthesis was performed on-slide. The cDNA generated was used for library preparation according to the manufacturer’s instructions. Paired-end sequencing was performed using NovaSeq 6000 (Illumina, San Diego, CA, USA) by the Onco-Genomics Shared Resource (University of Miami Miller School of Medicine, Miami, FL, USA, 33137).

### 2.3. Pathology Annotations

The H&E image of the sample was read and annotated by an experienced ophthalmic pathologist (Figure S2). The H&E stained slide and the sequencing results were analyzed using cluster analysis. The annotated classifications were compared with the computational clustering analysis of the transcriptome for similarity.

### 2.4. Spatial Transcriptomic Analysis

SpaceRanger pipeline was used to process and align FASTQ files to the human reference genome GRCh38. Following SpaceRanger processing, counts were processed in Seurat R Program (Version 4.3.0) [7,8,9,10]. Cells with no expression were removed. Counts were normalized using the SCTransform command that accounts for biological variance and visualized with SpatialFeaturePlot (Figure S3A). We performed principal component analysis (PCA) and Seurat’s FindClusters function to determine the ideal resolution (0.8) for discerning discrete clusters in the cluster analysis (Figure S3B). Cluster identification and differential gene expression analysis were performed using the Seurat commands RUNPCA, FindNeighbors, FindClusters, and RUNUMAP. All spatial transcriptomic figures were made using Seurat commands. Monocle3 (Version 1.3.1) was used to perform trajectory analysis [11,12,13]. See the data availability section for cluster gene expression data.

### 2.5. Gene Ontology (GO) and Pathway Analyses

Overexpressed and downregulated genes in each cluster were investigated via gene ontology and pathway analysis. RNA-seq differentially expressed genes were analyzed for downstream GO and pathway analysis using Database for Annotation, Visualization, and Integrated Discovery (DAVID) v6.8 Functional Analysis Tool using GOTERM DIRECT ontologies and KEGG pathway analysis on differentially expressed genes [14]. GO and pathway plots were generated with ggplot2 (Version 3.4.0) [15].

### 2.6. Immunofluorescent Staining

Post-IACC archival LGACC sections were cut at 10 µm thickness (*n* = 3). Slides were incubated in primary antibodies diluted in PBS at 4 °C overnight (Table S1). Slides were then incubated with AlexaFluor (Abcam, Cambridge, UK) secondary antibodies (1:200) for 2 h. SlowFade Diamond Antifade Mountant with DAPI (Thermo Fisher Scientific, Waltham, MA, USA) was used. Staining was conducted on the entire tissue slide. Imaging was performed on a Leica AOBS SP8 confocal microscope (Leica Microsystems, Exton, PA, USA).

## 3. Results

### 3.1. Bulk RNA-Seq

The results of our bulk RNA-seq analysis identified 3499 differentially expressed genes (DEGs) between LGACC (*n* = 5) and normal lacrimal gland from healthy donors that have been identified to not have any related disease prior to sample acquisition (*n* = 2). 

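Bulk RNA-seq here covers 7 flash-frozen specimens, 5 labelled LGACC and 2 labelled normal lacrimal gland, each sequenced once as paired-end reads. The authors deposited the number of reads that STAR counted on each of 60662 Ensembl genes after alignment to GRCh38, without normalization. The paper states the depth in reads, from 30 M to 40 M; the values here use the counts on genes, which totalled 14302561 and 25865382 in the libraries labelled normal 1 and normal 2. The totals of the libraries labelled LGACC 1 to 5 were 58792672, 27653314, 19834614, 17578187 and 21700410, with a median of 21700410. Each column of counts was tied to its specimen only through the sample number in the deposited labels, whose entry for disease names the carcinoma for the controls too. The content of several libraries went against those labels, so every library is named by its label, and each direction between the groups carries that limit. Lysozyme, LYZ (ENSG00000090382.7, chromosome 12 from 69348381 to 69354234, GRCh38), is secreted by the lacrimal gland and was chosen after its values were seen. Its level, in CPM normalized by edgeR's TMM method, was 235600 and 151400 in the libraries labelled LGACC 1 and 2 and 14060 and 13760 in those labelled LGACC 3 and 4. In the libraries labelled normal 1, normal 2 and LGACC 5 it was 25.0, 12.8 and 13.7. A list of 26 lacrimal secretory genes fixed before the data were examined took 37.7% and 27.2% of the counts in the libraries labelled LGACC 1 and 2, and 0.0610% and 0.0593% in those labelled normal 1 and 2.

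Genes with a CPM of at least 5 in at least 2 libraries were tested, 14418 in all, with edgeR's quasi-likelihood test after TMM normalization. The paper names edgeR and a CPM of 5, and its text does not name the test or the number of libraries. With the libraries grouped by their labels, 0 genes passed an FDR of 0.05 with a log2 fold change over 2 or under -1, and the smallest FDR from this test with Benjamini-Hochberg adjustment was 0.389. An unadjusted p under 0.05 was found for 1599 genes. The count depended on 1 library: without the one labelled LGACC 5, the same test called 1588 DEGs.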

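Among the 1599 genes, 1507 were higher and 92 were lower in the libraries labelled LGACC than in those labelled normal lacrimal gland. A log2 fold change over 2 was reached by 932 of them and one under -1 by 17, and none passed the FDR. With DESeq2 in place of edgeR's quasi-likelihood test, 796 DEGs were called, 794 upregulated and 2 downregulated. Scaling by library size alone moved the median log2 fold change of all tested genes by -0.33 and left 1082 genes higher and 13 lower at an unadjusted p under 0.05.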

Of the DEGs, 1228 and 2271 were upregulated and downregulated, respectively, in LGACC compared with normal lacrimal gland. 

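The 1000 genes with the smallest p-values shared an FDR of 0.389 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of these, 986 were higher and 14 were lower in the libraries labelled LGACC. In 471 of the 1000, every library labelled LGACC lay beyond both libraries labelled normal. Over all tested genes this held for 2773 of 14418, or 19.2%. Chance gives 9.52% when all 7 libraries are equally unlike each other, which these are not, so the excess does not show that the labelled groups separate.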

The top 1000 most significant genes evaluated by the lowest FDR value are represented in a heat map (Figure 1A). Filtering for significant DEGs was carried out with stringent criteria to discern genes that differentiate LGACC to normal lacrimal gland (Figure 1B). 

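Under the labels, the count of DEGs stayed at 0 with a log2 fold change over 1 or under -1, with one over 2 or under -2, and with an FDR under 0.01. The biological coefficient of variation common to all tested genes, the spread between libraries of one label beyond counting noise, was 0.514. In simulated counts for 14418 genes with the same groups and a coefficient of 0.2, the test called 191 of 200 genes given a log2 fold change of size 3, and 1 unchanged gene. That coefficient is below the 0.514 of the real counts, so the simulation does not show how many true changes the test could find in them. edgeR's likelihood ratio test, which does not allow for error in the dispersion, called 178 DEGs in the real counts, 177 upregulated and 1 downregulated.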

The results of the two-dimensional principal component analysis (PCA) showed distinct clustering of the control and cancer samples, which separately clustered into two groups, potentially due to the sample size (Figure S1A). 

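Principal components were computed from log2 CPM of the genes that passed the filter, with a prior count of 2. The first component held 77.8% of the variance and the second 17.2%. On the first component, the libraries labelled normal 1 and normal 2 scored -106.6 and -113.5, and the library labelled LGACC 5 scored -107.2. Scores of 32.9 and 33.1 were found for the libraries labelled LGACC 3 and 4, and of 135.3 and 126.0 for those labelled LGACC 1 and 2. Libraries with a normal label therefore shared the low end of this component with 1 library labelled LGACC. The share of the first component moved most when all genes with a count were used, to 51.5%.

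The spread between libraries was also measured for each of the 21 pairs as the biological coefficient of variation of the 2 treated as replicates. It was 0.0204 between the libraries labelled LGACC 3 and 4, 0.0509 between those labelled normal 1 and 2, and 0.0464 and 0.0297 between the library labelled LGACC 5 and those labelled normal 1 and 2. Between the libraries labelled LGACC 1 and 2 it was 0.339, and in the remaining pairs 0.524 to 0.837. In no pair were the counts within sampling noise: chi-square divided by its degrees of freedom was lowest between LGACC 3 and 4, at 1.72, above the limit of 1.2 set before the data were examined, and all 7 libraries were kept as separate samples. The paper states that control and cancer samples clustered distinctly and separately into groups, and proposes the sample size as a reason.

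**Figure D1:**
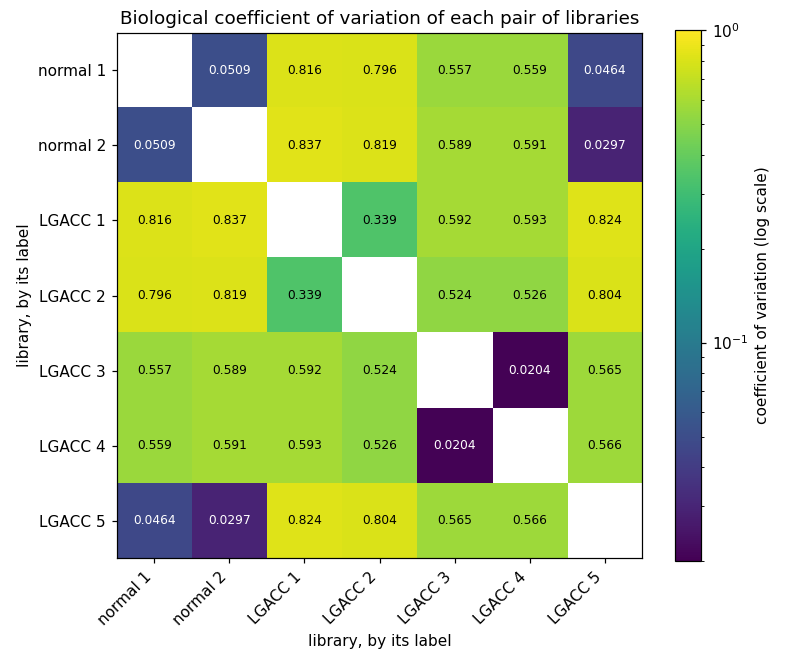
Biological coefficient of variation of each pair of libraries, with the libraries on both axes in the order of their labels and the value written in each cell; the colour scale is logarithmic. The libraries labelled normal 1, normal 2 and LGACC 5 differ by at most 0.0509 among themselves, and those labelled LGACC 3 and 4 by 0.0204.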

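Gene ontology tables were not used here, and a list of 108 ECM genes written before the data were examined stands in for the terms. Of the 105 that were tested, 47 were higher and 58 lower in the libraries labelled LGACC, with a median log2 fold change of -0.11. No gene of the list was a DEG, 4 had an unadjusted p under 0.05, and the count adjusted over the list alone was 0. The camera set test in limma, with a preset correlation of 0.01 between genes, placed the list lower in the libraries labelled LGACC (adjusted p = 0.0444), while an estimated correlation (adjusted p = 0.957) and the fry test (adjusted p = 0.882), both in limma, did not. ECM genes took 4.29% and 3.95% of the counts in the libraries labelled normal 1 and 2. Their share was 0.488% and 0.546% in the libraries labelled LGACC 1 and 2, and 4.04%, 4.11% and 4.06% in those labelled LGACC 3, 4 and 5. In 81 of the 108 genes, both libraries labelled LGACC 1 and 2 lay below all others. DESeq2 called 4 ECM genes upregulated.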

The results of the gene ontology (GO) analysis revealed that the extracellular matrix (ECM) is the leading upregulated biological process, cellular component, and molecular function (Figure 1C and Figure S1B,C). 

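Lists written before the data were examined also stand in for the downregulated terms. Of 72 tested immune response genes, 70 were higher and 2 lower in the libraries labelled LGACC, with a median log2 fold change of 2.57, unchanged when the 3 genes at or under 3 counts in both libraries labelled normal were set at their lower bound. The list shares 13 genes with the plasma cell list and 1, LYZ, with the lacrimal secretory list. It took 13.7% and 13.9% of the counts in the libraries labelled LGACC 1 and 2, of which LYZ alone took 12.4% and 10.8%. Without LYZ, the list took 1.26% and 3.15% of the counts there, 1.83% and 1.87% in the libraries labelled LGACC 3 and 4, and 0.158%, 0.129% and 0.137% in those labelled normal 1, normal 2 and LGACC 5. Figure 1C shows terms for unfolded protein and endoplasmic reticulum stress. Of 78 unfolded protein response genes, 74 were higher and 4 lower in the libraries labelled LGACC, with a median of 1.04. Among 40 metalloendopeptidase genes, 24 were higher and 16 lower, with a median of 0.15. No gene of these lists was a DEG under the labels. An unadjusted p under 0.05 was found for 42 immune response genes, 15 unfolded protein response genes and 3 metalloendopeptidase genes, and the counts adjusted over the list alone were 0. The camera test placed the immune response list (adjusted p = 6.19e-16 in limma) and the unfolded protein response list (adjusted p = 1.94e-10) higher in the libraries labelled LGACC, and neither held with fry (adjusted p = 0.434 and 0.601).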

The most downregulated GO terms included the immune response for biological processes, the integral component of the membrane for cellular components, and the metalloendopeptidase activity for molecular function.

Since the ECM was the most upregulated GO term, we specifically looked at different collagen gene expression levels. 

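COL9A1 (ENSG00000112280.16) lies on chromosome 6 of GRCh38 from 70216040 to 70303084 and encodes a chain of type IX collagen. Its TMM-normalized CPM was 619 and 678 in the libraries labelled normal 1 and 2, 0.484 and 0.102 in those labelled LGACC 1 and 2, and 681, 682 and 652 in those labelled LGACC 3, 4 and 5. Both of the low values rest on few reads, 15 and 2. Grouped by label, the gene stood at 403 ± 368 (SD, n = 5) in LGACC and 649 ± 41.4 (SD, n = 2) in normal lacrimal gland, a log2 fold change of -0.51 (standard error 2.32, adjusted p = 0.890 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). COL27A1 (ENSG00000196739.15, chromosome 9 from 114155537 to 114312511) stood at 678 and 786 in the libraries labelled normal, at 7.75 and 17.9 in those labelled LGACC 1 and 2, and at 477, 491 and 734 in the other three. The difference between the labelled groups in either gene lay within the spread of the libraries labelled LGACC. Over the 9 collagens of Figure 1D and COLEC12, log2 fold changes ran from -1.38 to 0.07, 2 of the 10 genes were higher in the libraries labelled LGACC, and the adjusted p from the same edgeR test ran from 0.521 to 0.999. The 2 higher genes, COL19A1 and COL18A1, turned lower with scaling by library size alone. All 10 genes were lower in both libraries labelled LGACC 1 and 2 than in each of the other libraries. Of the 40 collagen genes tested, 0 were DEGs and 4 had an unadjusted p under 0.05. Without the library labelled LGACC 5, 5 collagen genes were called upregulated, none of them among the 10 genes above (adjusted p of at least 0.256 from the same edgeR test).

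**Figure D2:**
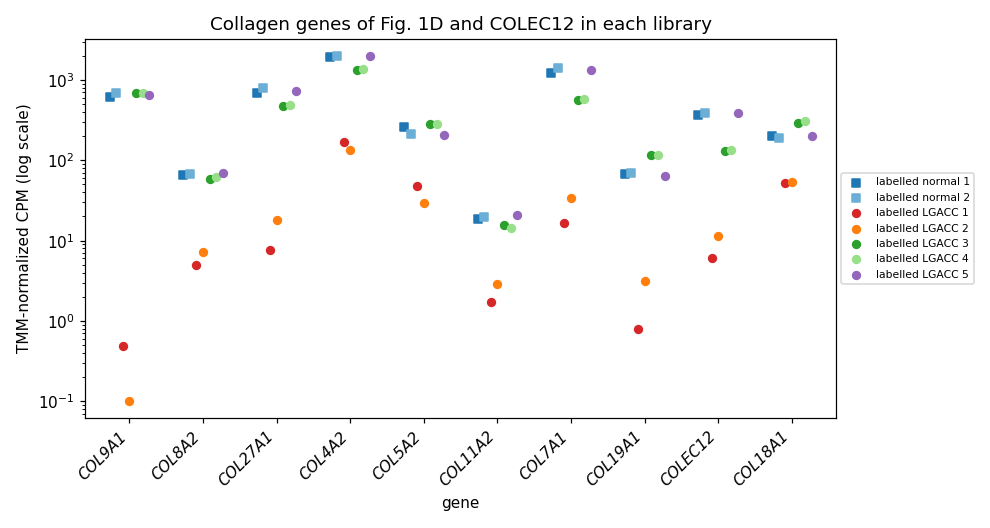
TMM-normalized CPM, on a log axis, of the 9 collagens of Fig. 1D and COLEC12 in each of the 7 libraries; squares are libraries labelled normal and circles are libraries labelled LGACC. In each gene, the libraries labelled LGACC 1 and 2 sit below the other libraries.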

We plotted the top 10 differentially expressed collagens from RNA-seq to show the consistent, high overexpression of collagens in our cancer samples (Figure 1D). 

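Collagen transcripts were detected in every library. COL4A2 (ENSG00000134871.19, chromosome 13 from 110305812 to 110513209, GRCh38) had 33086 and 59091 counts in the libraries labelled normal 1 and 2, a TMM-normalized CPM of 1950 and 1972. In the libraries labelled LGACC 1 and 2 it had 5189 and 2617 counts, or 167.5 and 132.9 CPM, and those labelled LGACC 3, 4 and 5 had 1320, 1350 and 1976 CPM. The log2 fold change between the labelled groups was -0.85 (standard error 1.06, adjusted p = 0.604 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).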

The collagen CPM for the normal samples is nonzero, indicating the expression detection of collagen transcripts, albeit significantly lower than that for the LGACC samples.

### 3.2. Spatial Transcriptomics

We performed spatial transcriptomics on an LGACC that had undergone IACC treatment (Figure 2A). About 97.1% of reads to the probe set were mapped with 16,624 genes detected. The results of our analysis identified 7 cell clusters (Figure 2B) and identified the top expressing genes through finding all markers for each cluster and plotting the top 10 genes for each (Figure 2C). Based on the top expressed genes, differential gene expression, pathology annotations, biological processes, and pathway analysis of each cluster, we identified phenotypes associated with each cluster (Figure 2C–E). Based on gene expression and histology, clusters 0, 2, and 4 are skeletal muscle due to the high expression of APOD, MB, TCAP, and TNNC2 with significant upregulation of contractile components and cardiomyopathy processes (Figure 2C–E and Figure 3A,B). Cluster 1 is fibrous tissue based on its high expression of multiple collagens, DCN, and SPARC, as well as the upregulation of cell adhesion, extracellular matrix, and other reactive processes (Figure 2C–E and Figure 3A,B). Cluster 6 only had 8 genes overexpressed when compared with the other clusters, including HBA1 and 2, SNCA, and EEF2. The top upregulated biological process is the response to hydrogen peroxide (Figure 2C–E). Based on the distinct transcriptomic signature and the pathologist’s annotations, we identified cluster 6 as reactive fibrotic cells (Figure 3B).

Cluster 5 was the only cell cluster with an expression of MYB, the most common gene upregulation signature in LGACC tumors, and a high expression of GABRP, MYC, and other proto-oncogenes (Figure 2C and Figure 3A). Upon the downstream analysis of processes and pathways, cluster 5 had multiple cancer signatures including small-cell lung cancer, PI3K-Akt signaling, and pathways in cancer significantly upregulated. Pathology annotations also confirmed that cluster 5 encompasses the malignant LGACC phenotype (Figure 2D,E and Figure S2).

Cluster 3 presents transcriptionally distinct from the LGACC cluster (cluster 5) and from the surrounding supportive tissue, but histologically, it appears to be both integrated among the cancer area, as well as abutting the cancer section (Figure 4A and Figure S2). With spatial transcriptomics, we have identified a novel cancer stem cell cluster that abuts the LGACC tumor foci that is unique at the transcriptomic level. We performed Monocle trajectory analysis to investigate whether cluster 3 may be a precursor to cluster 5 or if it may arise from cluster 5. Trajectory analysis utilizes statistical models to identify the cell state order and can predict the lineages of cells [11]. Based on this analysis, cluster 3 derives from cluster 5 (Figure 4C). We individually compared cluster 3 with clusters 0 through 5 to identify the pathways upregulated in this cluster (Figure S4). Cluster 3 was found to have more of a muscle-like phenotype when compared with fibrous tissue (cluster 1) and LGACC (cluster 5) (Figure S4B,E). Yet when compared with the muscle cell clusters (clusters 0, 2, and 4), cluster 3 differential gene signatures were enriched for cancer-specific pathways (Figure S4A,C,D). Pointedly, when compared with muscle cell clusters, cluster 3 significantly overexpresses GABRP and MYC (also differentially overexpressed in the LGACC cluster), as well as CTNNB1 and COL1A1 (Figure 4B). We visualized the gene expression patterns of MYB, COL1A1, COL9A1, GABRP, CTNNB1, and MYC in the Monocle trajectory (Figure 4D).

### 3.3. Combination of Bulk RNA-Seq and Spatial Transcriptomics Identifies Markers of LGACC and Surrounding Tissue

In our spatial transcriptomic analysis, we were able to discern a gene expression signature restricted to LGACC tumor foci. We then overlaid our bulk RNA-seq analysis to the spatial LGACC cluster (cluster 5) to elucidate an LGACC-specific transcriptomic signature. Spatial transcriptomics is extremely beneficial in discerning expression signatures restricted to specific cell types within a sample but lacks the sequencing depth of other NGS platforms. 

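The spatial data were not analysed here, and the genes listed in Figure 5B were examined in the bulk counts. All 15 were tested, and none was a DEG under the labels or had an unadjusted p under 0.05. Log2 fold changes ran from -1.64 to 0.50, with 13 genes lower and 2 higher in the libraries labelled LGACC, and the adjusted p from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was at least 0.489. The count adjusted over the list alone was 0, and as the paper chose the genes partly on these libraries, it is not independent evidence. Each of the 15 genes was lower in both libraries labelled LGACC 1 and 2 than in each of the other 5. The transcription factor MYB (ENSG00000118513.19, chromosome 6 from 135181308 to 135219173, GRCh38) had the largest change. Its TMM-normalized CPM was 297 and 306 in the libraries labelled normal 1 and 2, 1.84 and 2.44 in those labelled LGACC 1 and 2, 79.5 and 72.5 in those labelled LGACC 3 and 4, and 296 in the one labelled LGACC 5. The proteoglycan VCAN (ENSG00000038427.16, chromosome 5 from 83471618 to 83582303) stood at 1967 and 1937 in the libraries labelled normal, at 92.0 and 96.9 in those labelled LGACC 1 and 2, and between 1909 and 2137 in the other three. The 2 genes that were higher, MT2A and TTYH1, had log2 fold changes of 0.50 (standard error 1.28) and 0.24 (standard error 1.11), within their errors.

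**Figure D3:**
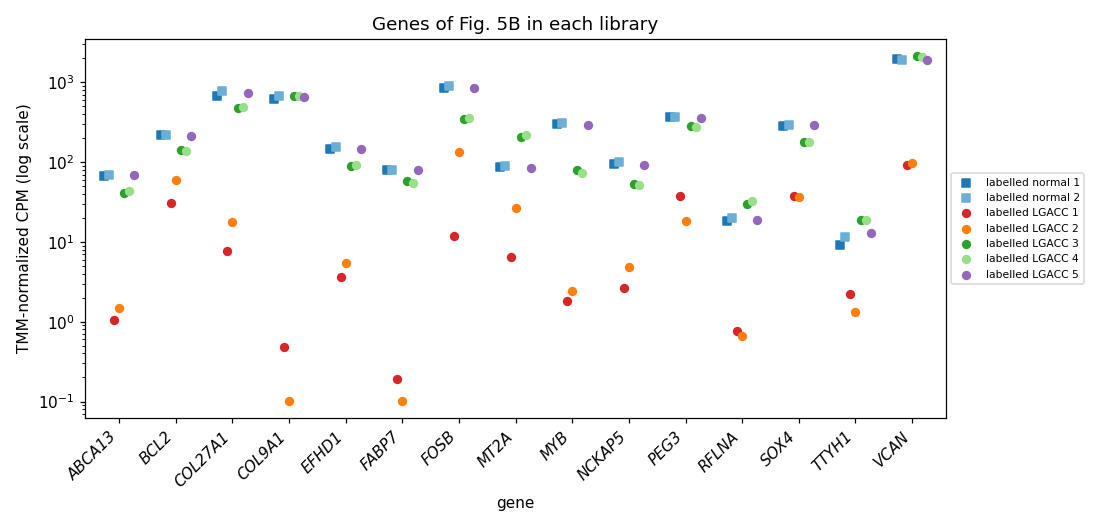
TMM-normalized CPM, on a log axis, of the 15 genes of Fig. 5B in each of the 7 libraries; squares are libraries labelled normal and circles are libraries labelled LGACC. The libraries labelled LGACC 1 and 2 sit lowest in all 15 genes.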

The results of our integrated analysis identified 27 statistically significant genes that are differentially expressed in the RNA-seq data and have the same directional expression in spatial transcriptomics (Figure 5A).

We also confirmed the expression and LGACC-specific localization of several markers found in our LGACC signature through immunofluorescent staining. Immunofluorescent staining selection was determined by expression level, antibody availability, and antibody performance. We conducted staining for fatty acid binding protein (FABP7) (Figure 5E–G), MYB (Figure 5C and Figure S5), and β-catenin (CTNNB1) (Figure 5C,D and Figure S5). In contrast, periostin (POSTN), which is significantly upregulated in bulk RNA-seq but was not included in our integrated bulk-spatial transcriptomic analysis, was demonstrated by immunofluorescent staining to be a marker in fibrous tissues surrounding cancer clusters (Figure 3A and Figure 5E). 

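In the bulk counts, POSTN (ENSG00000133110.15, chromosome 13 from 37562583 to 37598844, GRCh38) had a TMM-normalized CPM of 123 and 91.8 in the libraries labelled normal 1 and 2. It stood at 4.74 and 15.0 in the libraries labelled LGACC 1 and 2, at 177 and 176 in those labelled LGACC 3 and 4, and at 85.8 in the one labelled LGACC 5. The log2 fold change between the labelled groups was -0.04 (standard error 1.30, adjusted p = 0.986 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), so that no difference was detected. Its sign changed when single libraries were left out, with values from -0.44 to 0.27.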

Collagen type 1 alpha chain 1 (COL1A1) is not specific to just LGACC; it is also expressed in the surrounding fibrotic and muscle tissue (Figure 3A and Figure 5D). We used myoglobin (MB) as a muscle marker that was noted in the spatial transcriptomic analysis to stain the surrounding muscle compared with the cancer in the immunofluorescent images (Figure 5F). All evaluated immunofluorescent staining of LGACC samples exposed specific signatures that further confirmed our bulk RNA-seq results (Figure 5 and Figure S5).

## 4. Discussion

LGACC is a highly aggressive and lethal cancer for which effective treatment remains elusive. Understanding the molecular characteristics specific to LGACC is critical for further treatment development, molecular monitoring of disease progression, and overall enhanced management. Through integrated bulk RNA-seq and spatial transcriptomics in this study, we elucidate the LGACC-specific component within the landscape of differential expression signatures between malignant ACC and normal excretory gland tissues. Even with the rarity of this cancer, we were able conduct bulk RNA sequencing on 5 tumor samples and further validate and characterize this signature with an additional sample for spatial transcriptomics allowing for an in-depth transcriptomic analysis. From the bulk RNA signature, we identified the signature of LGACC and the surrounding supportive tissue using spatial transcriptomics. We deconvoluted the gene expression signature from the muscle and fibrous tissue that we had observed in the bulk RNA-seq and were able to validate the LGACC-specific signature from the bulk sequencing with spatial transcriptomics. This signature can inform the development of novel targeted treatments for ACC while reducing setbacks of targeting non-ACC differential markers present in these types of specimens.

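Markers of muscle and fibrous tissue were examined in the bulk counts, with lists written before the data were examined. The 34 skeletal muscle genes found in the table took between 0.0100% and 0.0415% of the counts in every library. Without APOD and TPM2, the muscle markers of the paper's Figures 2 and 3 were MB, TCAP, TNNC2, ACTC1, ATP2A1, MYH1 and MYH2. These stayed at or under 11.7 CPM in all 7 libraries. MB (ENSG00000198125.13, chromosome 22 from 35606764 to 35637951, GRCh38) reached that value in the library labelled LGACC 1. Only 10 of the muscle genes passed the filter, 5 of them higher and 5 lower in the libraries labelled LGACC, with a median log2 fold change of 0.07 that turned to -0.16 with scaling by library size alone and to -0.61 and -0.63 without the library labelled LGACC 3 or LGACC 4. APOD (ENSG00000189058.9, chromosome 3 from 195568705 to 195584033) differed more: it stood at 5.13 and 4.74 CPM in the libraries labelled normal and at 123, 99.4, 301, 308 and 11.3 CPM in those labelled LGACC 1 to 5, a log2 fold change of 5.25 (standard error 1.49, adjusted p = 0.389 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). DESeq2 and the edgeR test without the library labelled LGACC 5 called APOD upregulated, with adjusted p of 5.7e-05 and 0.0172. Of 22 fibroblast genes, 13 of which are also on the ECM list, 14 were higher and 8 lower, with a median of 0.27 that fell to -0.014 and -0.054 without the library labelled LGACC 3 or LGACC 4. Their share of the counts was 1.21% and 0.896% in the libraries labelled normal, 0.115% and 0.0748% in those labelled LGACC 1 and 2, and 1.29%, 1.31% and 0.928% in the other three. COL1A1 (ENSG00000108821.13, chromosome 17 from 50184101 to 50201632) was also lowest in the libraries labelled LGACC 1 and 2, at 221 and 73.6 CPM, against 2439 and 1657 CPM in those labelled normal and 1430, 1507 and 1583 CPM in the other three. From the overlap of the bulk and spatial profiles, the paper concludes that an LGACC-specific signature was separated from the muscle and fibrous signal of the bulk specimens.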

The current standard of practice in the management of LGACC uses IACC or proton therapy prior to the removal of the tumor. Due to this treatment schedule, it is extremely rare to obtain primary untreated samples of this tumor; thus, our study is performed on post-IACC samples, and the results presented must be contextualized as such [4]. Due to this limitation, and because spatial transcriptomics provides insights about a singular point in time of the tumor state, we cannot discern a precise evolution for any cell state in our specimens beyond that which is produced by lineage prediction algorithms currently available.

One particular cluster of interest (cluster 3) was not readily identifiable solely based on its transcriptional and/or pathological features. Physically, cluster 3 surrounds and abuts LGACC foci. On UMAP projections, its transcriptomic signature approximates it to the LGACC cluster. To further elucidate the biological relevance of cluster 3, we performed Monocle trajectory analysis to determine if this cluster is a precursor transition state or cancer stem cells arising from the malignant cluster. The results of our analysis suggest that cluster 3 results from the LGACC cluster, leading us to hypothesize that it is a cancer stem cell (or otherwise quiescent ACC) cluster, presumably arising from post-IACC treatment reactivity. Further evidence for our hypothesis was determined with the indication of the following cancer stem cell markers: GABRP, CTNNB1, and MYC, which are seen in breast, colon, and lung cancer stem cells [16,17,18]. From the available data and knowledge, we advance this hypothesis of a cancer stem cell or quiescent LGACC phenotype, which has never been characterized in LGACC. Cancer stem cells are a subgroup of tumor cells that can arise and further drive cancer progression and metastasis. They can arise from response to treatments and hold different genetic mutations that allow them to be more resistant to treatment modalities [19,20,21]. Cancer stem cells play an important role in treatment resistance, tumor recurrence, and aggression of cancer. Identifying cancer stem cell populations in a tumor can give insight to potential drivers of recurrence and metastasis, which is common in LGACC. Interestingly, cluster 3 has a unique signature that distinguishes it from normal muscle as well as from the well-defined cancer cell cluster. Compared with the muscle cell clusters, this cluster has an upregulation of CTNNB1, GABRP, and MYC. CTNNB1 is part of the Wnt/β-catenin pathway, which is commonly known to have mutations in various cancers in which it leads to advanced disease and is difficult to target. The upregulation of this pathway has been shown in cancer stem cells that drive metastasis [22,23,24,25,26]. The overexpression of GABRP has been shown to maintain stem cell characteristics in breast cancer, providing support in chemoresistance and promoting migration [16,27]. MYC overexpression has been noted in addition to CTNNB1 in cancer stem cells, as it is a transcription factor that controls cell growth, differentiation, and cell maintenance. MYC’s role in cancer stem cells is unique as it can perpetuate stemness and drive malignancy, both important phenotypes in cancer stem cells. MYC is also a key driver in cancer stem cells of breast and colorectal cancers [17,28,29,30].

We performed gene ontology analysis of cluster 3 compared with the LGACC cluster and noted the upregulation of epithelial to mesenchymal transition (EMT). This could be a signature indicative of this cluster becoming more stem cell in nature. It has been shown that EMT drives cancer progression, leads to more stemness, drives metastasis, and results in chemoresistance [27]. When compared with the muscle cell clusters, ECM pathways and ontologies are noted to be increased. The ECM plays a crucial role in the tumor microenvironment in many cancers, and it was the most upregulated biological process in our bulk RNA-seq. The ECM is critically important for cancer progression, pivotal in the migration and death evasion processes [31,32]. Arolt et al. examined the role of the ECM in salivary gland carcinomas, identifying how it is essential for cancer progression and can be involved in chemoresistance development [33]. Other studies have demonstrated a connection between ECM overexpression and invasion [34,35,36]. The cancer stem cells could be supported by the upregulation of ECM properties or could be driving the overexpression itself, thus promoting cancer progression. LGACC has a poor prognosis due to early and pervasive perineural invasion in which the involvement of collagens and the ECM could be potential mediators.

Top overlapping differentially expressed genes from our integrated analysis of bulk RNA sequencing and spatial transcriptomics have essential roles in cancer such as cell proliferation and motility. 

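ABCA13 (ENSG00000179869.15, chromosome 7 from 48171458 to 48647497, GRCh38) had a TMM-normalized CPM of 67.2 and 69.6 in the libraries labelled normal 1 and 2. In the libraries labelled LGACC 1 to 5 it was 1.06, 1.47, 41.4, 43.3 and 68.6. PEG3 (ENSG00000198300.14, chromosome 19 from 56810077 to 56840728) stood at 370.3 and 369.8 in the libraries labelled normal and at 37.9, 18.4, 283, 277 and 360.5 in those labelled LGACC 1 to 5. SOX4 (ENSG00000124766.7, chromosome 6 from 21593751 to 21598619) stood at 282 and 293, and at 38.1, 37.1, 177, 178 and 288. The log2 fold changes between the labelled groups were -0.99 (standard error 1.43) for ABCA13, -0.78 (standard error 1.09) for PEG3 and -0.88 (standard error 0.85) for SOX4. None exceeded the spread between libraries of one label (adjusted p of 0.650, 0.643 and 0.518 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).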

In the overlap analysis, we found the overexpression of ABCA13, PEG3, and SOX4 that have been shown to be poor prognostic markers in other cancers including ovarian, glioblastoma, and colon [37,38,39,40]. We observed a significant increase in FABP7 levels as measured by RNA-seq and spatial transcriptomics and validated in immunofluorescence. 

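FABP7 (ENSG00000164434.12) lies on chromosome 6 of GRCh38 from 122779716 to 122784074. In the bulk RNA-seq, 1349 and 2424 counts fell on the gene in the libraries labelled normal 1 and 2, a TMM-normalized CPM of 79.5 and 80.9. Only 6 and 2 counts, or 0.194 and 0.102 CPM, fell on it in the libraries labelled LGACC 1 and 2, although they were the deepest. Those labelled LGACC 3, 4 and 5 stood at 57.8, 55.5 and 78.9 CPM. Grouped by label, the log2 fold change was -0.91 (standard error 1.88, adjusted p = 0.754 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It stayed between -1.26 and -0.58 when each library was left out in turn. Every such fit kept the library labelled LGACC 1 or LGACC 2, so the constant sign does not show that FABP7 is lower in LGACC.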

In the spatial transcriptomic analysis, this transcript was explicitly overexpressed in the LGACC cluster. This validates our findings that it is a LGACC-specific marker and not expressed in surrounding supportive tissues. FABP7 is a cytoplasmic protein involved in gene regulation and lipid metabolism. It is upregulated in a wide range of diseases that include breast cancer, melanoma, and optic nerve glioma [41,42]. FABP7 is crucial for essential cell functions such as proliferation and signaling [43]. Its role has been described in a wide range of cancers as being upregulated. FABP7, as well as COL27A1, has been seen to be upregulated in head and neck adenoid cystic carcinoma [44]. When specifically targeted with shRNA knockdowns, cancer cell proliferation decreases [41,45,46,47]. The overexpression of FABP7 in LGACC can be a key driver in the proliferation of cancerous cells, leading to its potential as a candidate molecule to specifically target LGACC.

Brayer et al. conducted RNA-seq on salivary, breast, lacrimal gland, and cutaneous ACC samples. We contributed to this study by providing LGACC samples (*n* = 6). Upon gene expression analysis comparing the different ACC subtypes, COL27A1 and FOSB were identified as the top overexpressed genes for LGACC in the Brayer paper, validating our findings in our overlap analysis. Additionally, ABCA13, EFHD1, and FOSB were noted as poor outcome predictive markers for ACCs, and we had seen these genes to be overexpressed in our comparison analysis [48].

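FOSB (ENSG00000125740.14, chromosome 19 from 45467995 to 45475179, GRCh38) had a TMM-normalized CPM of 842.5 and 909 in the libraries labelled normal 1 and 2. It stood at 11.9, 133.5, 348, 359 and 860.5 in the libraries labelled LGACC 1 to 5, a log2 fold change of -1.25 (standard error 1.17, adjusted p = 0.507 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). EFHD1 (ENSG00000115468.12, chromosome 2 from 232606057 to 232682776) stood at 147 and 157 in the libraries labelled normal and at 3.68, 5.38, 89.0, 91.8 and 148 in those labelled LGACC 1 to 5. Its log2 fold change was -1.03 (standard error 1.30, adjusted p = 0.608 from the same edgeR test). Both genes were highest in the libraries labelled normal 1, normal 2 and LGACC 5.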

Identifying a cancer-specific signature provides the opportunity to identify potential targeted therapies that can enhance the management of LGACC. While known driver mutations in MYB and the activation of Notch are not actionable targets right now, we have identified the BCL2 gene overexpression solely in LGACC cancer cells that has small molecular inhibitors including Gossypol and Disarib [49,50,51,52,53]. This discovery can offer a potential targeted treatment for this disease.

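BCL2 (ENSG00000171791.13, chromosome 18 from 63123346 to 63320128, GRCh38) had a TMM-normalized CPM of 218.5 and 220.7 in the libraries labelled normal 1 and 2. The libraries labelled LGACC 1 and 2 stood at 30.8 and 59.5, those labelled LGACC 3 and 4 at 142 and 138, and the one labelled LGACC 5 at 213. The log2 fold change between the labelled groups was -0.80 (standard error 0.71, adjusted p = 0.489 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).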

From our bulk RNA-seq and spatial transcriptomics overlap analysis, we elucidated specific molecular characteristics of LGACC. However, spatial transcriptomics and bulk RNA-seq only give insight into a static state of the tissue and do not give insight into the origination and progression of the disease. We cannot discern if cluster 3 developed before or after IACC treatment and cannot ascertain its role in cancer progression. Further studies of single-cell RNA-seq before and after treatment can provide more insight into the development of the heterogeneity of the tumor, provided that such samples become available for study.

## 5. Conclusions

Current treatments for LGACC are limited and radical, typically including exenteration of the orbital socket followed by high-dose chemoradiation. Despite this harsh approach, recurrence, metastasis, and disease-specific mortality rates remain extremely high. Our identification of the LGACC-specific transcriptome allows us to study the molecular characteristics of LGACC in isolation of the confounding noise in this specific cancer environment. Furthermore, this analysis provides the molecular foundation to design targeted therapeutic interventions that can enhance patient outcomes and LGACC clinical management.

## Figures and Tables

**Figure 1:**
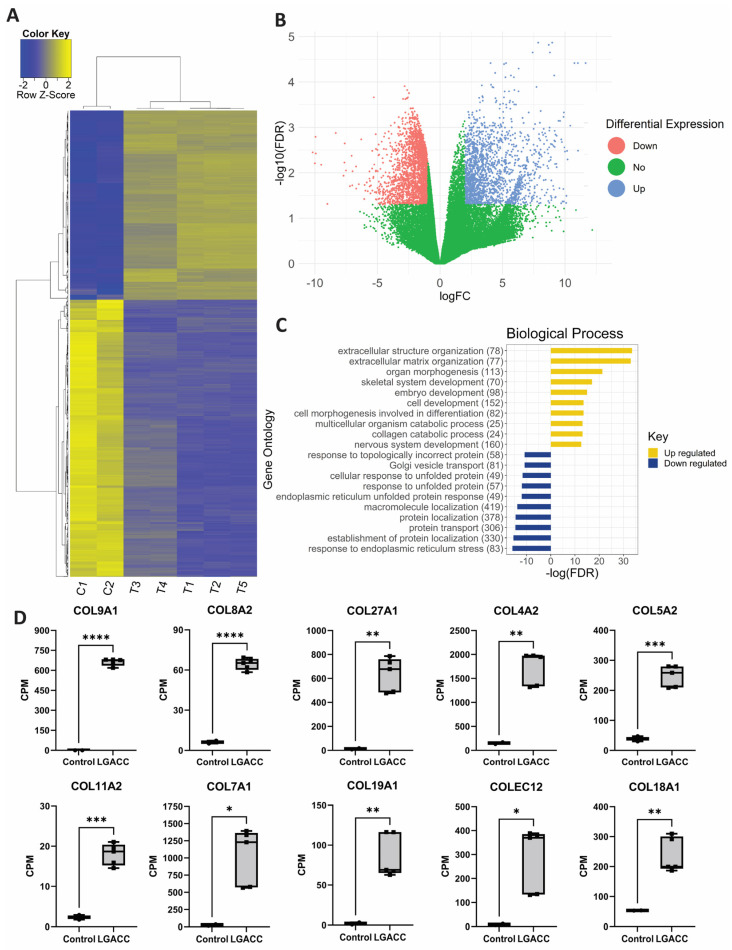
RNA sequencing analysis of LGACC vs. normal lacrimal gland. (**A**) Heat map of top 1000 differentially expressed genes of normal control (C) samples (*n* = 2) vs. LGACC (T) samples (*n* = 5). (**B**) Volcano plot of logFC by −log10(FDR) showing differentially expressed genes with logFC cutoff > 2 and <−1 and FDR < 0.05. Red and blue dots represent downregulated and upregulated genes, respectively. (**C**) Biological process gene ontology analysis of up- and downregulated genes. *X*-axis represents −log10 (*p*-value) of gene ontology value. Downregulated gene ontologies are represented with a negative value. (**D**) Box plots of RNA-seq counts per million (CPM) values for the top 10 differentially expressed collagens comparing normal lacrimal gland with LGACC. Statistical significance indicated by astricks represented as follows: * *p* value less than 0.03, ** *p* value < 0.01, *** *p* value less than 0.001, and **** *p* value < 0.0001.

**Figure 2:**
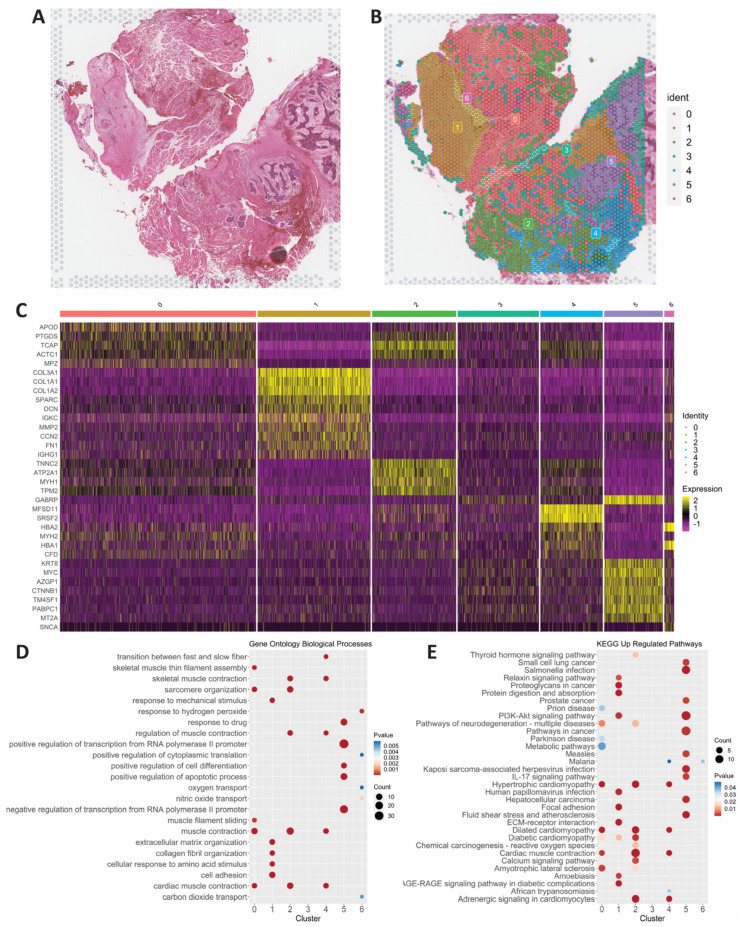
Spatial transcriptomics elucidates LGACC and surrounding tissue signatures. (**A**) Hematoxylin–eosin (H&E) staining of LGACC section. (**B**) Spatial transcriptomic clustering results overlaid on H&E stained section. (**C**) Heat map of top markers for each cluster based on PCA. (**D**) Gene ontology biological process analysis of upregulated genes for each cluster. (**E**) KEGG pathway analysis of upregulated genes for each cluster.

**Figure 3:**
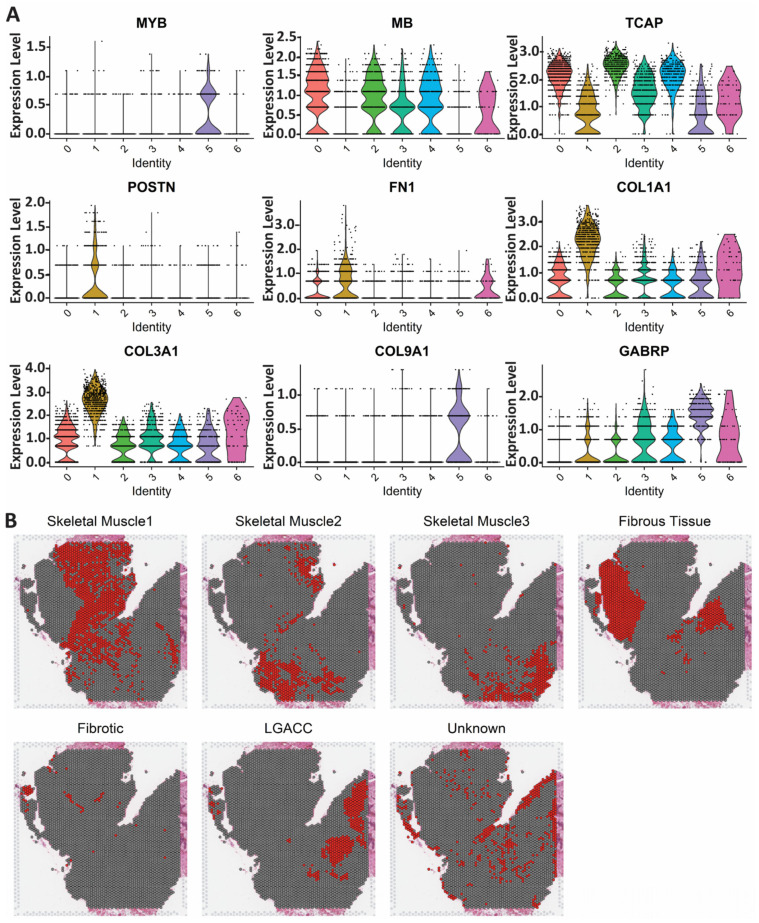
Determining the identity of each cell cluster in spatial transcriptomic sample. (**A**) Violin plots of genes specific to cell type and top expressing genes in clusters. (**B**) Spatial plots showing the location of each cluster named by cell type determined from analysis.

**Figure 4:**
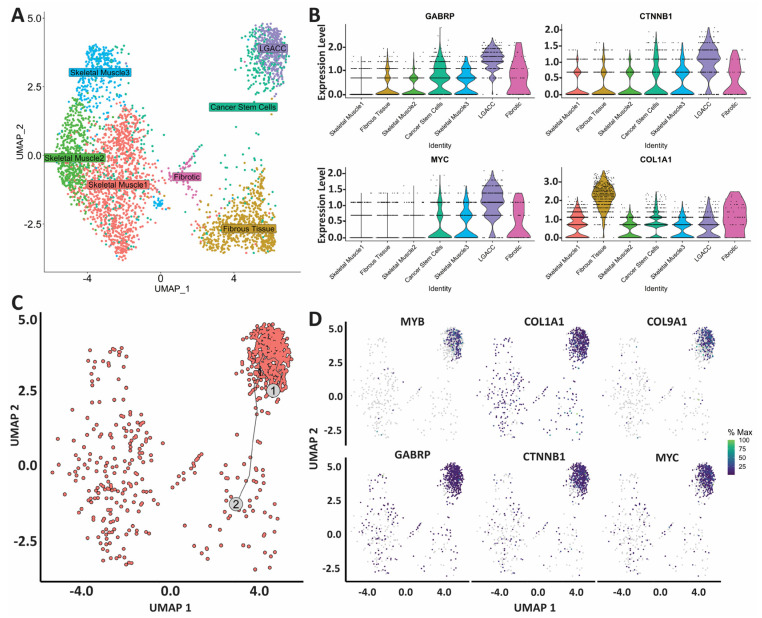
Characterization of cluster 3 as potential transition or cancer stem cell cluster. (**A**) UMAP of cell cluster identities. (**B**) Violin plots of gene signature of cluster 3 alone and when compared with muscle cell clusters. (**C**) Monocle trajectory map indicating a zoomed-in UMAP of cluster 5 (LGACC) (indicated as 1 on the graph) as the primary and cluster 3 (indicated as 2 on the graph) cells coming from the malignant cluster. (**D**) UMAPs of genes of interest for cluster 3 found in trajectory analysis.

**Figure 5:**
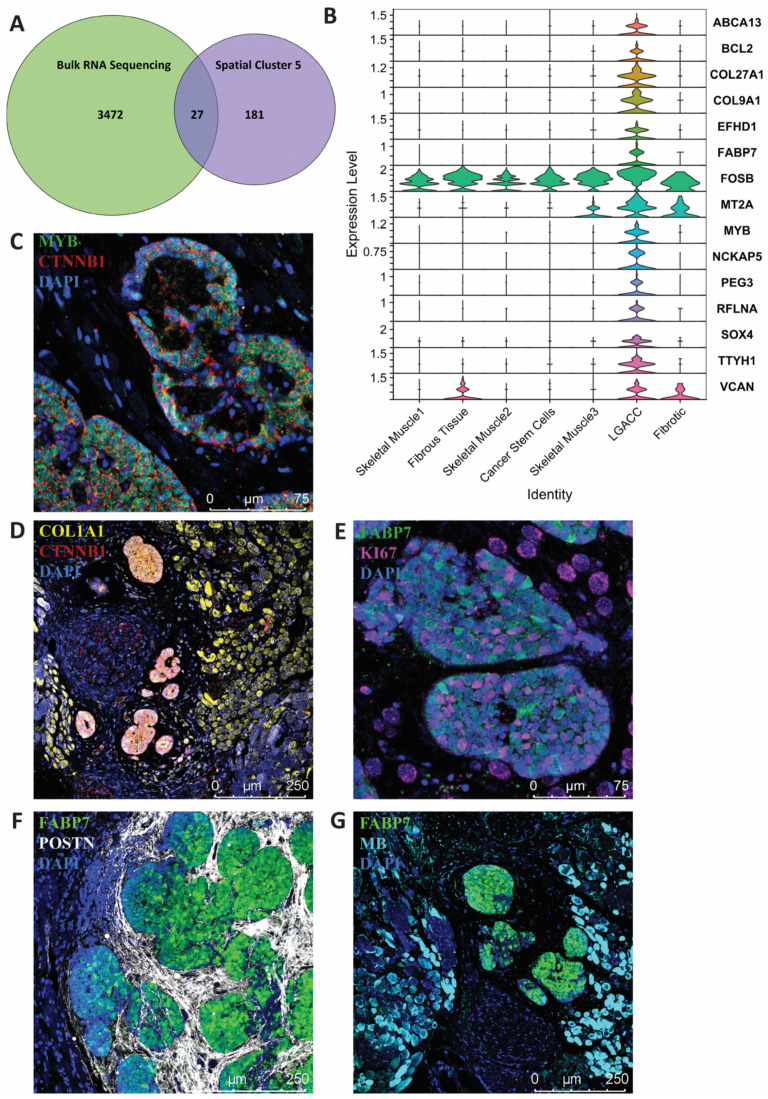
LGACC-specific signature identified through spatial transcriptomics and bulk RNA sequencing. (**A**) Venn diagram representing differentially expressed genes from bulk RNA sequencing and spatial transcriptomics and the overlap found between the two. (**B**) Stacked violin plot of 15 overexpressed genes that are found in both bulk and spatial transcriptomics. (**C**–**G**) Immunofluorescent staining of LGACC-specific signature and surrounding tissue signatures.

## Data Availability

Bulk RNA-seq and spatial transcriptomics expression data for all samples are available in Gene Expression Omnibus (GEO). GEO accession numbers: bulk RNA-seq (GSE228914) and spatial transcriptomics (GSE228685).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cancers15123211/s1, Figure S1: LGACC and normal sample comparisons via RNA sequencing downstream analysis; Figure S2: Pathology annotated spatial transcriptomic sample section; Figure S3: Spatial transcriptomic gene counts and cluster resolution determination; Figure S4: Pathway analysis for cluster 3 individually compared with other clusters to characterize signature; Figure S5: Immunofluorescent antibody validation; Table S1: Antibodies utilized for immunofluorescent staining.

How the deposited data were processed for this re-analysis (not part of the article)

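Bulk RNA-seq was available for 7 specimens, 5 labelled LGACC and 2 labelled normal lacrimal gland. According to the paper and the labels, the authors extracted RNA from flash-frozen tissue, prepared libraries with a stranded total RNA kit, sequenced them as paired-end reads, trimmed them and aligned them to GRCh38 with STAR. The authors deposited raw read counts per gene, as whole numbers that sum to a different total in each library, although the methods speak of CPM. The gene annotation and the strand setting behind the counts are not named in the paper's text, so that overlapping and antisense genes are uncertain. The table lists 60662 genes and 0 rows that name no gene. Symbols and coordinates came from GENCODE release 44 on GRCh38, in which 60402 of the gene identifiers were found. The spatial and staining data were not analysed here.

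The 7 columns were tied to the specimens by the sample number in the labels, and 0 columns were left out. The secretory genes of the lacrimal gland were highest in libraries labelled LGACC, and the genes of Figure 5B were high in the libraries labelled normal, so that each library is named by its label. The titles and the tissue entries, which the paper's group sizes match, set the groups. A separate entry for disease names adenoid cystic carcinoma for all 7 samples, those titled as controls included, while the paper describes the controls as free of related disease. The titles were kept as they stand in every labelled comparison. No specimen was moved to another group by its values.

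Counts were analysed in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1. Genes with a CPM of at least 5 in at least 2 libraries were kept, library sizes were recomputed, TMM factors were estimated, and edgeR's quasi-likelihood test (the estimator of its earlier versions) compared the labelled groups. DEGs had an FDR under 0.05 and a log2 fold change over 2 or under -1, the thresholds of the paper. Levels are given as CPM normalized by TMM factors estimated on all genes. The TMM factors ran from 0.527 in the library labelled LGACC 1 to 1.26 in the one labelled LGACC 4. The top 5 genes took 38.6% of the counts in the former and 8.94% in the latter. Standard errors of log2 fold changes were derived from the F statistic. The test was tried on simulated counts before use.

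With gene totals between 14302561 and 58792672 per library, counting error is small beside the spread in most pairs of libraries. It is not small between the libraries labelled LGACC 3 and 4, where chi-square divided by its degrees of freedom was 1.72. Nor is it small for tested genes with few counts in some libraries. A gene at or under 3 counts in both libraries labelled normal was treated as at its floor. Gene lists were written before the data were examined, and gene sets were tested with camera (preset correlation of 0.01), camera with an estimated correlation, and fry. The genes named in the text are those the paper names for its bulk data, spatial clusters or staining; the rule also asked for the 5 DEGs in each direction with the smallest FDR, and there were none under the labels. LYZ was named after its values were seen.

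The alternatives fixed before the data were examined were 4 other filters on low counts, other edgeR tests and DESeq2 1.42.0, other scalings, other thresholds, protein-coding genes alone, near-identical libraries summed, each library left out in turn, and the replicate number as a block. All 21 splits of the 7 libraries into 5 and 2 were also fitted. Python drew the figures.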

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

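The tests described here were chosen after the values were seen. Among 38 measures checked within the 5 libraries labelled LGACC, 2 had a library far from the others, about as many as chance gives. The library labelled LGACC 1 had 58792672 counts on genes, and its gap to the next library was 0.756 of the whole range, above the critical value of 0.710. Counts fell on 32896 genes in this library and on 49124 in the one labelled LGACC 3, which had a total of 19834614. LYZ took 12.4% of its counts. What made its total larger was not tested. No biological explanation of its depth was tested.

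MYB stood at 296 TMM-normalized CPM in the library labelled LGACC 5, with a gap of 0.736 of the range to the next library labelled LGACC. Both libraries labelled normal were at 297 and 306. A candidate explanation is a set of labels that does not follow the specimens, since the library labelled LGACC 5 and the one labelled normal 2 had a biological coefficient of variation of 0.0297, against 0.339 between the libraries labelled LGACC 1 and 2. A difference between tumours in MYB remains open and was not tested.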

How the results depend on the processing

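Under the labels, the total of 0 DEGs was unchanged with a CPM of at least 5 in 1 library or in every library, filterByExpr, no filter, the newer quasi-likelihood test, the exact test, RLE, upper quartile or library size scaling, protein-coding genes alone, and the other thresholds. It changed to 178 (177 up, 1 down) with the likelihood ratio test and to 796 (794 up, 2 down) with DESeq2; the cause was not tested. Across the fits that each left out one library labelled LGACC, DEGs ran from 0 to 1588 (0 to 930 up and 0 to 658 down), and only the fit without LGACC 5 gave any. Leaving out a library labelled normal leaves 1, so no test was made. Summing near-identical libraries also leaves 1 normal sample and 4 LGACC samples, so only log2 fold changes were computed, with the dispersion set at 0.264.

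Numbers 1 and 2 occur under both labels, although the paper states that the controls came from patients without LGACC. The deviations of same-numbered libraries correlated at 0.11 and -0.14. With the replicate number as a block, 4199 DEGs were called (1380 up, 2819 down), among them 4 collagens and 3 ECM genes up, and 1 unfolded protein response, 1 immune response and 15 metalloendopeptidase genes down. By construction, only the 4 libraries numbered 1 and 2 enter this comparison, with 1 residual degree of freedom. The block turned the median log2 fold change to -1.11 for skeletal muscle and -1.73 for fibroblast genes, and the log2 fold changes to -5.41 for COL19A1, -1.95 for COL18A1, -2.84 for MT2A, -2.63 for TTYH1, -2.03 for COL3A1 and -0.23 for DCN.

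The first component's share moved from 77.8% to 51.5% without a filter, 86.2% with the 500 most variable genes and 61.1% with scaled genes, and from 74.8% to 85.9% with one library left out. Collagens called up numbered 1 with the likelihood ratio test, 4 with DESeq2 and 0 to 5 with one library left out; ECM genes 4 with DESeq2 and 0 to 3; metalloendopeptidase genes down 0 to 1. Against the direction of the paper, camera with a preset correlation gave adjusted p of 0.0444 for ECM (lower) and 1.94e-10 for the unfolded protein response (higher). The same test gave 6.19e-16 for the immune response (higher), 0.00657 for the Figure 5B genes (lower) and 0.0441 for the Figure 1D genes (lower). The cause was not tested, and neither fry nor camera with an estimated correlation called any of these lists.

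Scaling by library size alone reversed skeletal muscle (median -0.16), COL19A1 (-0.094) and COL18A1 (-0.078). No filter reversed COL19A1 (-0.19) and COL18A1 (-0.090). Summing near-identical libraries reversed skeletal muscle (-0.65), COL19A1 (-0.40), COL18A1 (-0.21) and TTYH1 (-0.12). With one library left out, values ran from -0.63 to 0.29 for skeletal muscle, -0.054 to 0.49 for fibroblast genes, -0.40 to 0.33 for COL19A1, -0.24 to 0.32 for COL18A1, -0.45 to 0.28 for RFLNA, -0.077 to 0.54 for TTYH1, -0.44 to 0.27 for POSTN and -0.41 to 0.13 for MYC. The causes were not tested. For single genes and lists, 127 other comparisons with a test kept direction and call, and 28 kept direction and gained a call. Of the values without a test, 50 kept direction and moved little, and 12 kept direction and moved more. With the replicate block, 32 named genes were called, 31 lower and 1 higher in LGACC, and 5 of the lower ones had changed sign. DESeq2 called APOD higher. Under the block all 10 genes of Figure 1D and all 15 of Figure 5B were called lower.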

Differences from the paper's values

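The paper reports 3499 DEGs, 1228 upregulated and 2271 downregulated; under the labels, the counts were 0, 0 and 0, with 1599 genes at an unadjusted p under 0.05. Of the alternatives set before the data were examined, the replicate number as a block came within 1.5 times of all 3 counts (4199, 1380 and 2819), and the fit without LGACC 5 of the upregulated count (930 against the paper's 1228). None of the others did. Among all 21 splits of the libraries, fitted after the data were examined, the one that sets the libraries labelled LGACC 1 and 2 against the other 5 gave 2289 DEGs (1012 up and 1277 down), 2431 (1068 and 1363) with a CPM of at least 5 in 1 library, 1037 (196 and 841) with that CPM in every library, 4380 (2177 and 2203) with filterByExpr and 4393 (1901 and 2492) with no filter. With the paper's thresholds it called all 15 genes of Figure 5B and all 10 genes of Figure 1D upregulated, except with that CPM in every library, where it called 5 and 4 of them. This split is not one of the labelled comparisons.

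The paper's lower depth is 30 M reads, and the smallest library had 14.3 M counts on genes. Reads and counts on genes are different units, so these values cannot decide whether the lower depths differ. The paper's upper depth is 40 M reads, and the largest library had 58.8 M counts on genes, which is more than the stated reads. No alternative bears on either.

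Medians of the controls in Fig. 1D, read by eye on an enlarged copy of the panel after the counts had been seen, were far below those of the libraries labelled normal. They were about 6.3 CPM against 66.4 for COL8A2, about 150 against 1961 for COL4A2, about 38 against 234.8 for COL5A2, about 2.4 against 19.2 for COL11A2, and about 54 against 193 for COL18A1. The boxes of the other controls lie too close to the axis of Fig. 1D for a value, and only an upper limit was read by eye. It was about 23 against 648.6 for COL9A1, about 25 against 732 for COL27A1, about 44 against 1311 for COL7A1, about 3.8 against 68.2 for COL19A1 and about 13 against 376 for COLEC12. For the LGACC group, Fig. 1D, read by eye, shows about 1200 for COL7A1 and about 370 for COLEC12, against 564.5 and 131 in the libraries labelled LGACC. Library size scaling, RLE and leaving out single libraries closed none of these gaps. Of all 21 splits, the one that sets the libraries labelled LGACC 1 and 2 apart placed 15 of the 15 medians that could be read within 1.5 times. The labelled split placed 8, all of them medians of the LGACC group, and it placed no readable median of the controls. The other splits placed 8 or 10. This count, and the choice to leave out the 5 upper limits, were made after seeing the values.

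The paper states that collagens, POSTN and the genes of Figure 5B are higher in LGACC. Under the labels, 13 of the 15 Figure 5B genes and 8 of the 10 genes of Figure 1D were lower in LGACC, and POSTN had a log2 fold change of -0.04. The paper gives ECM as the leading upregulated term and immune response as a downregulated one. Here the median log2 fold changes of those lists were -0.11 and 2.57. Figure 1C also shows unfolded protein terms as downregulated, and that list had a median of 1.04 here. Some collagens were called upregulated with DESeq2 (4), the likelihood ratio test (1), the replicate block (4) and without LGACC 5 (5), as were ECM genes with DESeq2 (4), the block (3) and without LGACC 5 (3). No gene of Figure 1D was among the collagens so called with DESeq2, with the block or without LGACC 5. The block called 1 immune response, 1 unfolded protein response and 15 metalloendopeptidase genes downregulated, and the fit without LGACC 5 called 1 metalloendopeptidase gene. Against the paper's directions, the same block called all 10 genes of Figure 1D and all 15 genes of Figure 5B lower in LGACC, with log2 fold changes down to -11.10. Controls and cancers lie apart in the paper's component plot, whereas the library labelled LGACC 5 scored -107.2, beside the labelled normals at -106.6 and -113.5.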

Other observations

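The count of olfactory receptor genes was set beforehand, and the lists of the last paragraph were written before the data were examined. Apart from these, the tests in this part were chosen only after the result was seen. Libraries labelled LGACC 1 and 2 were rich in lacrimal secretory transcripts and poor in Figure 5B genes, while those labelled normal showed the opposite. Scaling does not explain it: the median log2 fold change of the 22 tested secretory genes was 11.94 with TMM, 11.08 when the 4 genes at the floor were set at their bound, and 11.10 with library size only. Nor do a few genes taking most of the counts: the share of the top 5 genes can lower the others by at most 0.70 on the log2 scale, and the median drop of the Figure 5B genes in CPM without TMM was 4.87. Normal gland mixed into tumours would leave the labelled normals rich in secretory transcripts, and these took at most 0.0610% of the counts there, against at least 6.35% in the libraries labelled LGACC 1 to 4. A hypothesis that stays open is that the labels or columns do not follow the specimens for some libraries. As this hypothesis would give, the split that sets the libraries labelled LGACC 1 and 2 apart placed 15 of the 15 group medians read from the paper's Fig. 1D within 1.5 times. The labelled split placed 8, all of them medians of the LGACC group, and any other split at most 10. The medians were read by eye with the counts known, which limits this test. The secretory list argues against the paper's groups as the fault, if its controls were the libraries labelled LGACC 1 and 2. The list took 37.7% and 27.2% of the counts there, against at most 0.0610% in the labelled normals. Whether the labels or the columns are at fault is open. The labels cannot be corrected from the counts, and no library was reassigned.

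Of the 21 splits of the 7 libraries into 5 and 2, 4 gave at least as many genes with an unadjusted p under 0.05 as the labelled split with its 1599. They are the labelled one, normal 2 with LGACC 5 apart (2004), LGACC 3 and 4 apart (1818), and LGACC 1 and 2 apart (7573). Normal 2 with LGACC 5 and LGACC 3 with 4 are near-identical pairs, with biological coefficients of variation of 0.0297 and 0.0204. So are the libraries labelled normal, at 0.0509. The libraries labelled LGACC 1 and 2, at 0.339, exceed the limit of 0.15 but lie closer to each other than to any other library. The count of 1599 genes thus does not single out the labelled groups. Only 2 splits gave any DEG, with 253 for LGACC 3 and 4 apart and 2289 for LGACC 1 and 2 apart.

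The libraries labelled normal 1, normal 2 and LGACC 5 had pairwise biological coefficients of variation of 0.0297 to 0.0509, against 0.557 to 0.837 between them and the other 4. Such values are consistent with libraries made from one specimen, or from very similar ones, where the limit of 0.15 had been set before the data were examined. They speak against the labels as marks of different people with different diagnoses, as the smallest coefficient between a library labelled normal and one labelled LGACC was 0.0297. If some libraries share a specimen, the number of independent samples is below 7. The libraries labelled LGACC 3 and 4, at 0.0204, are a further such pair.

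The libraries labelled LGACC 3 and 4 held both kinds of transcripts. Over the 20 secretory genes with at least 100 CPM in the libraries labelled LGACC 1 and 2, their level was a median of 30.4% of that in those libraries, from 8.81% to 133%. The SD of the log2 ratio between genes was 0.958, no larger than the 1.17 between LGACC 1 and 2 themselves. The first ratio was taken to the mean of LGACC 1 and 2, and the second between single libraries. Averaging can lower the first SD, so this comparison cannot decide whether a fixed share of gland was mixed in. Of 18 plasma cell genes, 17 were higher in both than in the libraries labelled normal 1, normal 2 and LGACC 5, with a median log2 rise of 5.56. Secretory differentiation of tumour cells alone would not bring plasma cell transcripts. The values are in line with normal gland in these specimens, as a hypothesis; a difference in the immune cells of these tumours was not tested. Under the labels, the plasma cell list had a median log2 fold change of 7.32, or 6.53 with 2 genes at their bound.

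The libraries labelled LGACC 3 and 4 had counts on 49124 and 47989 genes, against 32896 to 39120 in the others. Depth does not account for it, as the deepest library had 32896. Genomic DNA carried into the libraries could give counts on silent genes. Before the values were seen, it was written down that olfactory receptor genes would then have counts in many more cases. Of 415 such genes, 351 and 333 had counts in the libraries labelled LGACC 3 and 4, against at most 196 in the others. A second measure, coded first, asked for at least 2 times the olfactory receptor CPM and found 1.51 times. As the measures disagree, genomic DNA and low transcription of many genes cannot be told apart here.

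Among other lists written before the data were examined, Schwann cell and nerve genes had a median log2 fold change of 1.63 under the labels, with 14 of 16 higher and 7 called when adjusted over the list alone, and cell cycle genes a median of -0.91, with 28 of 28 lower and 0 called. The camera test with a preset correlation placed the first list higher (adjusted p = 1.65e-05 in limma) and the second lower (adjusted p = 3.48e-10). Neither held with an estimated correlation (adjusted p of 0.703 for both in limma) or with fry (adjusted p of 0.394 for both), and no gene of either was a DEG, with 8 and 2 at an unadjusted p under 0.05.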
